A study of Aspergillus nidulans with 12 samples. Its data were reported in "Unraveling the Gene Regulatory Networks of the Global Regulators VeA and LaeA in Aspergillus nidulans" (2023).

How the data were processed

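Chromatin of vegetatively grown A. nidulans cells from a VeA::FLAG strain, a LaeA::FLAG strain and the untagged WT was precipitated with anti-FLAG antibody (3 libraries per strain) or anti-rabbit IgG (1 library per strain). Samples were grouped by strain and antibody as the labels gave them. According to the study's methods, the reads were mapped with bowtie2 and peaks were called with HOMER at high sensitivity settings. Per the file headers, the peaks were annotated with HOMER. The deposited data were annotated peak lists, with 1 list for each of the 9 anti-FLAG libraries, a combined list for each tagged strain, and for each IgG library the same list of merged regions. Peaks of a combined list were called on pooled tags, since the total tags in its header differed by 0 tags from the sum of the 3 replicates. The merged regions came partly from lists that were not analysed here, because 4505 of them held no peak of the 11 lists used.

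The signal values deposited by the authors are tags in a peak or region scaled to a library total of 10 M, for the anti-FLAG library and for the IgG library of the same strain. One tag equals 1.25 to 31.3 units of this signal in the anti-FLAG libraries, and the steps of the values were 0.5 tags, so they were not treated as whole reads and no model for counts was fitted. The peak score deposited by the authors and the distance to the nearest feature start are values of each peak, and the score was used only to rank and describe peaks within a list. Peak calls of the same strain all rest on the same IgG library. In the lists of single libraries the 5th percentile of the fold of anti-FLAG over IgG signal was 3.68 to 3.84 for VeA::FLAG and 3.97 to 4.12 for LaeA::FLAG and 2.28, 3.89 and 5.48 for the WT replicates, whereas in the combined lists it was 2.13 and 2.06, so combined and single lists do not share a threshold, and WT replicate 1 appears to have been called more loosely than the other single libraries.

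Coordinates refer to the FGSC A4 assembly of the peak lists and were used as given. Chromosome lengths were taken as the last end of a merged region, 30.5 Mb in all. Gene symbols came from a table of the ASM1142v1 assembly, which was used for names only. Of 9656 gene identifiers in the lists, 8883 (92.0%) were matched through their older locus tags. No genome sequence or gene annotation of the assembly was used here, so the planned tests of sequence motifs were not run. The IgG lists held merged regions with signal values, so the planned overlap with IgG peaks was not run, and IgG signal at the peaks is given in its place. The share of tags in peaks was planned only if the headers gave it. They did not, and it was calculated all the same, as the sum of the deposited signal over the peaks of a library.

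Except where a later choice is stated, the tests were fixed before the data were examined. Group values of 3 libraries were compared by exact two-sided permutation of the difference in means, with peak numbers on the log2 scale. Peaks were shared when their centres lay within 100 bp, the distance the study used. Expected overlaps came from 10000 circular shifts of a list within each chromosome (300 shifts for each pair of libraries and 100 in the alternatives of that result, 1000 for the support of combined peaks), and the ratio for a pair of libraries was calculated with 0.5 added to the observed and expected numbers. Within-strain against between-strain overlap was tested over all 280 divisions of the 9 libraries. Promoters were to be counted from the translation start and compared with circular shifts. The lists give only the distance to the nearest exon start, so the start of an exon had to be used. Counts from exon 1 and from any exon were both made, and exon 1 of the nearest gene with 1.5 kb upstream was made the main rule after both had been seen. A gene with a more distant start was not counted. Promoter shares and shared target genes were compared with random draws, in place of shifts, from the merged regions. These draws are matched on annotation class for shared genes. For regions called in all libraries, peak centres up to 100 bp apart were chained. The named genes were those of the core networks in the study's text for which the table gave a symbol, the genes nearest to the 5 combined peaks with the highest score of each strain and those nearest to the 5 shared peaks with the best worse rank. Of the 37 core genes, 12 were not matched by symbol and are not analysed here.

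Alternatives set beforehand were 50 bp between centres, any overlap (centres closer than the mean of the typical peak widths), equal numbers of top-scoring peaks, regions called in at least 2 of 3 replicates, a promoter of 1 kb, any overlap with the promoter, the removal of peaks near WT peaks, peaks within 1 kb counted once, the replicate number as a block and leaving out each replicate. The lists hold no fold or p of the peak caller, so the planned stricter threshold was replaced by a fold of at least 4 over IgG and a Poisson p of at most 0.0001, calculated from the deposited signal with at least 1 IgG tag. In all, 146 alternative values were calculated for 20 results. That threshold, merged regions as the source of expected overlap, the start of any exon, the removal of peaks with over 1% of the tags, the support of combined peaks by replicates and the comparison of promoter-TSS shares with its test over 280 divisions (run on 3 measures) were chosen after the data were seen.

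The scripts used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The overlap test was tested on simulated lists of 5502 peaks with 500 shared peaks planted. It recovered a mean excess of 485 shared peaks with p under 0.05 in 5 of 5 simulated pairs, and in 0 of 5 pairs without planted peaks. The test by draws from merged regions gave p under 0.05 for 1 of 5 unrelated sets, so 5 sets are too few to rule out that it rejects too often. Intervals are 95% Wilson intervals and cover counting error only, since peaks along a chromosome are not independent. Precision is limited by 3 libraries per group, by the range of depth among the WT libraries, from 319742 to 7974006 tags, and by the single IgG library per strain.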

Results

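Binding of the Aspergillus nidulans regulators VeA and LaeA to chromatin was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in cells grown vegetatively for 24 h. VeA is a member of the velvet family of fungal regulators and LaeA is a global regulator of secondary metabolism. The FLAG epitope is a short peptide tag that an anti-FLAG antibody recognises. The data comprised 12 libraries. A strain expressing VeA::FLAG, a strain expressing LaeA::FLAG and the untagged wild type (WT) were each represented by 3 anti-FLAG libraries, and each strain had 1 library precipitated with anti-rabbit IgG as a negative control. The IgG libraries had no replicates. The total number of tags per library, as the file headers gave it, was 1709097, 1893170.5 and 1456059.5 for VeA::FLAG replicates 1, 2 and 3. It was 2156813, 970627.5 and 3701440 for the LaeA::FLAG replicates and 7974006, 1138338 and 319742 for the WT replicates. The IgG libraries held 2095244.5 tags for VeA::FLAG, 10610394 for LaeA::FLAG and 2656259 for WT. The combined VeA::FLAG and LaeA::FLAG peak lists were called on the pooled tags of the 3 replicates of the strain.

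The number of peaks per library was compared first, because WT cells carry no FLAG epitope and give the background of the antibody. In the VeA::FLAG strain 4252, 5672 and 5783 peaks were called, a mean of 5236 ± 854 (SD, n = 3). In the LaeA::FLAG strain 2471, 2217 and 557 peaks were called, a mean of 1748 ± 1040 (SD, n = 3). In WT 134, 1831 and 201 peaks were called, a mean of 722 ± 961 (SD, n = 3). On the log2 scale the VeA::FLAG mean was 3.82 higher than the WT mean, which is a 14.1-fold difference (exact two-sided permutation test, p = 0.1). The LaeA::FLAG mean was 1.98 higher than the WT mean (exact two-sided permutation test, p = 0.2), and the VeA::FLAG mean was 1.84 higher than the LaeA::FLAG mean (exact two-sided permutation test, p = 0.1). With 3 libraries against 3 the smallest p that this test allows is 0.1, so none of these comparisons could reach 0.05. Each strain was called against its own IgG library, so the differences in peak number are not free of the control. The mean share of peaks with 0 IgG tags was 52.3% in the VeA::FLAG libraries, 0.0135% in LaeA::FLAG and 13.4% in WT. WT replicate 2 had more peaks than LaeA::FLAG replicate 3, whereas every VeA::FLAG library had more peaks than every library of the other strains. The choice of libraries moved the VeA::FLAG against WT difference most, to 4.98 on the log2 scale without WT replicate 2. The LaeA::FLAG against WT difference was 3.14 without WT replicate 2.

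**Figure D1:**
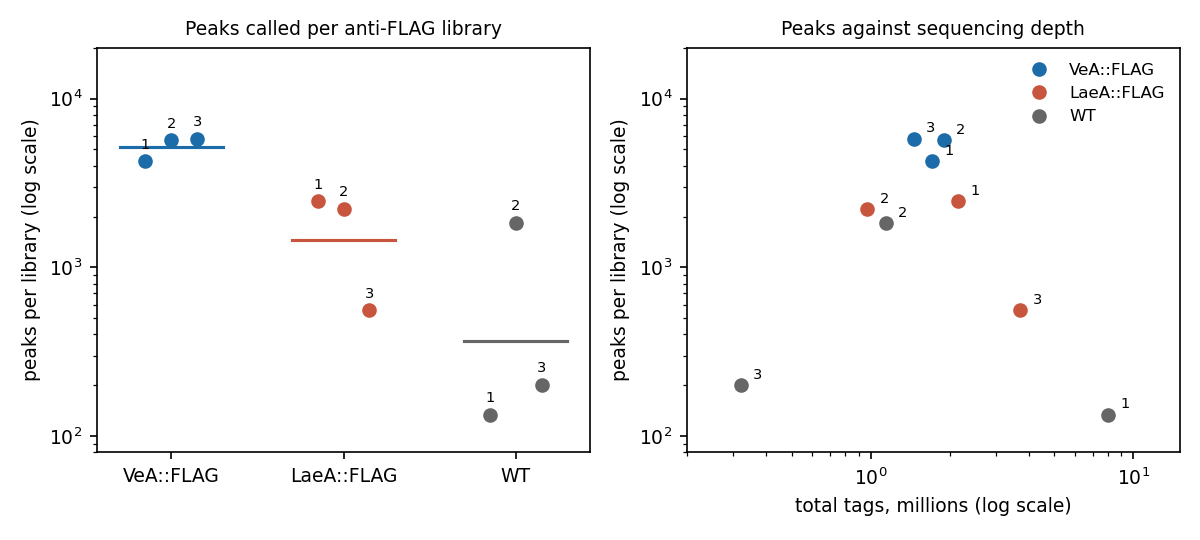
Left, peaks called in each anti-FLAG library (log scale) by strain, where points are libraries labelled with their replicate number and lines are the means on the log scale. Right, the same peak numbers against the total tags of the library in M (both axes on a log scale), in which WT replicate 1 has the most tags and 134 peaks.

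The share of tags that fell in called peaks was taken as a measure of immunoprecipitation efficiency, although it was to be left out if the headers did not give it, and they did not. The share was 18.2% ± 1.42 (SD, n = 3) in VeA::FLAG, 22.6% ± 7.05 (SD, n = 3) in LaeA::FLAG and 29.0% ± 32.1 (SD, n = 3) in WT. The WT libraries held 0.449%, 63.7% and 22.7% of their tags in peaks. The length covered by peaks in these libraries was 21, 339 and 41.9 kb, and the mean signal per kb of peak was 2132, 18820 and 54316 tags per 10 M. In the VeA::FLAG libraries peaks covered 863, 868 and 850 kb with a mean signal per kb of 2281, 2074 and 1985 tags per 10 M. In the LaeA::FLAG libraries they covered 497, 441 and 150 kb with a mean signal per kb of 5556, 5844 and 9734 tags per 10 M. The difference between VeA::FLAG and WT was -10.8 percentage points (exact two-sided permutation test, p = 0.7) and that between LaeA::FLAG and WT was -6.33 percentage points (exact two-sided permutation test, p = 0.9). WT replicate 2 decided the sign of both differences, which were 6.59 and 11 percentage points without it. When peaks that each held over 1% of the tags of their library were left out, the share was 16.6% ± 1.61 (SD, n = 3) in VeA::FLAG, 9.25% ± 4.43 (SD, n = 3) in LaeA::FLAG and 6.47% ± 5.5 (SD, n = 3) in WT, a choice made after the values were seen. The difference between VeA::FLAG and WT was then 10.1 percentage points (exact two-sided permutation test, p = 0.1).

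A few loci took a large part of the tags. Coordinates are those of the A. nidulans FGSC A4 assembly used in the peak lists, counted from 1. The locus with the largest share lay on chromosome VI from 2427983 to 2428167, annotated as a transcription termination site with AN2910 as the nearest gene. It held 50.1% of the tags of WT replicate 2, 5.04% of those of WT replicate 3 and 3.33% of those of VeA::FLAG replicate 1. A weaker peak beside it held 0.00491% of those of VeA::FLAG replicate 3. No peak was called there in VeA::FLAG replicate 2, in the LaeA::FLAG libraries or in WT replicate 1. A locus on chromosome VI from 1436255 to 1436453 had AN3216 as the nearest gene. It held 8.50%, 8.52% and 6.06% of the tags of the LaeA::FLAG replicates and 4.19% of those of WT replicate 2. WT replicates 1 and 3 had no called peak there. A locus on chromosome III from 3239714 to 3239914, nearest to AN8655, held 8.24%, 4.60% and 4.27% of the tags of the LaeA::FLAG replicates, 1.67% of those of WT replicate 2 and 4.16% of those of WT replicate 3. No peak was called at the loci near AN3216 and AN8655 in any VeA::FLAG library, while the VeA::FLAG IgG library held 8.06% and 5.70% of its tags there. These loci were named after their values were seen.

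To learn whether replicates of a strain shared more peaks than libraries of different strains, each pair of the 9 anti-FLAG libraries was compared. A peak of the shorter list counted as shared when the centre of a peak of the other list lay within 100 bp, and the expected number came from circular shifts along the chromosomes. The mean log2 ratio of observed to expected shared peaks was 3.31 over the 9 pairs within a strain and 2.14 over the 27 pairs between strains. The difference of 1.18 was the largest among the 280 ways to divide the libraries into 3 groups of 3 (exact one-sided permutation test, p = 0.00357, the smallest this test can give). Replicates of a strain were called against the same IgG library while libraries of different strains were not, so this difference is not free of the control. The alternative that moved this difference most was the use of equal numbers of top-scoring peaks from each library, which gave 1.84. Within strains the mean log2 ratio was 2.35 for VeA::FLAG, 3.68 for LaeA::FLAG and 3.91 for WT. Between strains it was 2.44 for VeA::FLAG with LaeA::FLAG, 0.87 for VeA::FLAG with WT and 3.10 for LaeA::FLAG with WT. By these means the VeA::FLAG replicates stood no closer to each other than to the LaeA::FLAG libraries, and the difference between the means was not tested. It rests on LaeA::FLAG replicate 3, the shortest list of that strain, whose pairs with VeA::FLAG had 2.74 to 3.18. Pairs of VeA::FLAG with LaeA::FLAG replicates 1 and 2 had 1.92 to 2.46, compared with 2.30 to 2.43 between VeA::FLAG replicates. In absolute terms, a pair of VeA::FLAG replicates shared 802 to 1097 peaks, or 18.9% to 20.2% of the shorter list. A pair of LaeA::FLAG replicates shared 145 to 272 peaks, or 12.3% to 28.4%, and a pair of WT replicates shared 12 to 85 peaks, or 8.96% to 42.3%.

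**Figure D2:**
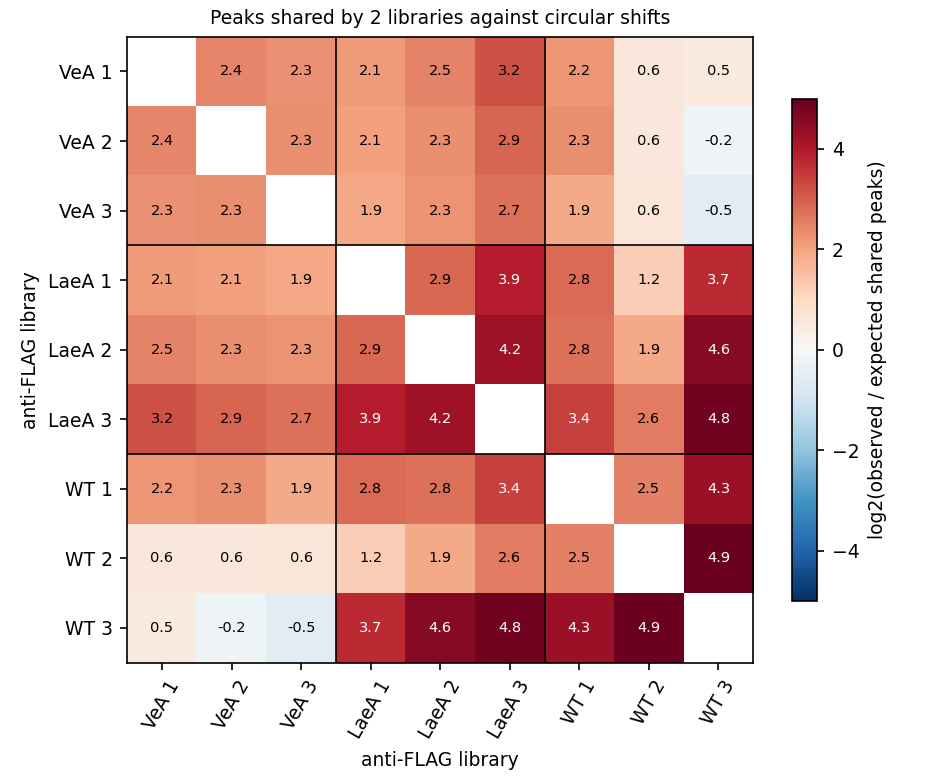
Log2 ratio of observed to expected shared peaks for each pair of anti-FLAG libraries (colour scale and printed values), with rows and columns as libraries of the VeA::FLAG, LaeA::FLAG and WT strains in replicate order and black lines between strains. The ratios of VeA::FLAG libraries with WT replicates 2 and 3 are the lowest, and those of WT replicate 3 with LaeA::FLAG libraries are among the highest.

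The combined lists held 5502 peaks for VeA::FLAG and 3333 for LaeA::FLAG. Among the VeA::FLAG combined peaks, 4237 (77.0%) had a peak centre within 100 bp in at least 1 replicate, 1656 (30.1%) in at least 2 and 401 (7.29%) in all 3. Circular shifts of the replicate peaks gave 10.02% and 0.352% for at least 1 and at least 2 replicates. Among the LaeA::FLAG combined peaks, 1580 (47.4%) were found in at least 1 replicate, 337 (10.1%) in at least 2 and 92 (2.76%) in all 3, against 3.44% and 0.0370% by circular shifts for at least 1 and at least 2. The support rose with the peak score. Of the VeA::FLAG combined peaks in the lowest of 4 equal groups by score 8.28% were found in at least 2 replicates, and of those in the highest group 58.2% were. For LaeA::FLAG the corresponding shares were 0.959% and 32.5%. At most 50 bp between centres, 938 VeA::FLAG and 210 LaeA::FLAG combined peaks were found in at least 2 replicates. The difference between the strains remained in the highest group by score but was not seen at a stricter fold. With peaks at a fold of at least 4 over IgG in combined and single lists, a setting chosen after the data were seen, 1479 of 4137 VeA::FLAG (35.8%) and 221 of 604 LaeA::FLAG combined peaks (36.6%) were found in at least 2 replicates. This fold, taken over the IgG library of each strain, kept 75.2% of the VeA::FLAG and 18.1% of the LaeA::FLAG combined peaks. It therefore compares unlike parts of the lists.

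**Figure D3:**
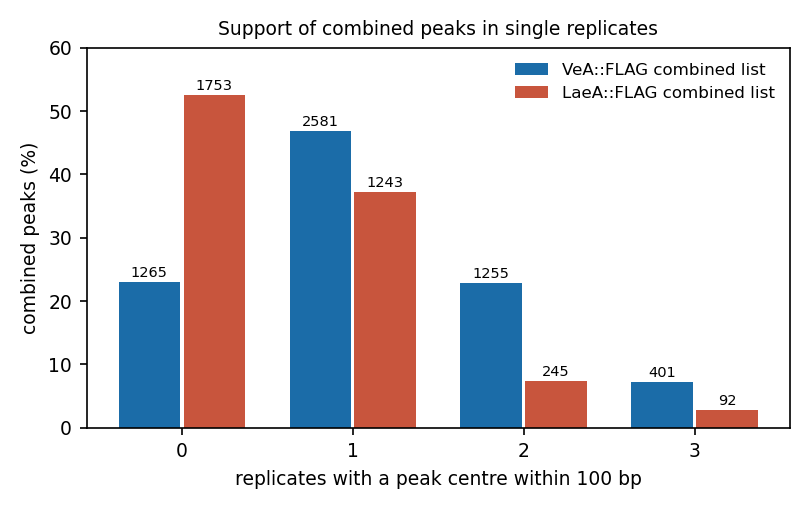
Share of combined peaks (%) by the number of single replicates with a peak centre within 100 bp, for the VeA::FLAG and LaeA::FLAG combined lists, with the number of peaks above each bar. Most LaeA::FLAG combined peaks (52.6%) were called in no single replicate, compared with 23% for VeA::FLAG.

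Regions called in every replicate of a tagged strain and in no WT library form a set that does not depend on the combined lists. There were 427 such regions for VeA::FLAG and 66 for LaeA::FLAG, while 8 and 1 regions were called in all 3 WT libraries and in no library of the respective strain. No other split of the 6 libraries into 3 and 3 gave more than 22 regions in the VeA::FLAG comparison and 17 in the LaeA::FLAG comparison. In the VeA::FLAG comparison every other split needs a region called in at least 1 of the shorter WT lists, so list length favours the real split. In the LaeA::FLAG comparison WT replicate 2 had 1831 peaks and LaeA::FLAG replicate 3 had 557. List length therefore does not favour the real LaeA::FLAG split over the one that exchanges these libraries, which gave at most 17 regions against 66. Replicates of a strain share an IgG library, so the control favours the real split in both comparisons. The size of the real split alone is therefore no evidence of repeatable binding. Without LaeA::FLAG replicate 3 the count for that strain was 217, and without VeA::FLAG replicate 1 the count for VeA::FLAG was 1049, since fewer libraries then had to hold the region.

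The combined lists of the strains were then compared with each other. Of the 5502 VeA::FLAG combined peaks, 827 had a LaeA::FLAG combined peak with its centre within 100 bp, which is 15% (95% Wilson interval 14.1% to 16.0%). Circular shifts gave 121 ± 10.9 (SD over 10000 shifts), so the overlap was 6.82-fold above chance (one-sided permutation test by shifts, p = 0.0001, the smallest value that 10000 shifts can give). These were 24.8% of the 3333 LaeA::FLAG combined peaks. The setting that moved the number most was the use of regions called in at least 2 of 3 replicates, which left 164 shared regions, 31.8-fold above chance. Circular shifts do not keep the preference of both lists for promoters, so these ratios do not separate it from shared sites. With merged regions of the same annotation class as the source of expected overlap, 1340 regions were shared, 1.57 times the expected number. That expected number is high by construction. Shared peaks had a median score of 407 in the VeA::FLAG list, compared with 196 for VeA::FLAG peaks that were not shared.

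The background of the anti-FLAG antibody in WT was measured in the same way. A WT anti-FLAG peak lay within 100 bp of 132 VeA::FLAG combined peaks, or 2.40% (95% Wilson interval 2.03% to 2.84%), compared with 1.37% by circular shifts (one-sided permutation test by shifts, p = 0.0001). It lay within 100 bp of 145 LaeA::FLAG combined peaks, or 4.35% (95% Wilson interval 3.71% to 5.10%), compared with 1.37% by circular shifts (one-sided permutation test by shifts, p = 0.0001). Without WT replicate 2 the shares were 0.691% for VeA::FLAG (38 peaks) and 2.37% for LaeA::FLAG (79 peaks), and the ratios to chance were 3.28 and 11.1. Among regions called in at least 2 of 3 replicates the shares were 3.82% for VeA::FLAG and 16.6% for LaeA::FLAG. These intervals cover counting error only.

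The deposited IgG values allowed the control signal to be examined at the peaks. In the combined lists, 34.6% of the VeA::FLAG peaks had 0 tags of the VeA::FLAG IgG library, and the median IgG signal was 19.1 tags per 10 M against a median anti-FLAG signal of 223. Of the LaeA::FLAG combined peaks 0% had 0 IgG tags, and the median IgG signal was 92.4 against a median anti-FLAG signal of 255 tags per 10 M. Over the regions of the authors' merged list, 28.9% had 0 tags in the VeA::FLAG IgG library, 0.132% in that of LaeA::FLAG and 7.31% in that of WT. In the 5482 regions with a VeA::FLAG combined peak the median IgG signal was 43.0 tags per 10 M in VeA::FLAG, 143 in LaeA::FLAG and 126 in WT. In the 3323 regions with a LaeA::FLAG combined peak it was 83.5, 122 and 130 tags per 10 M, respectively. Regions without a VeA::FLAG combined peak had medians of 40.6, 80.6 and 65.9 in the same order. Those without a LaeA::FLAG combined peak had medians of 35.8, 88.6 and 71.5. The medians were not adjusted for the width of the regions.

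Peaks were next assigned to promoters, because the study defined targets by peaks upstream of genes. A peak was placed in a promoter when its centre lay within 1.5 kb upstream of the start of exon 1 of the nearest annotated gene. This held for 2577 of the 5502 VeA::FLAG combined peaks (46.8%, 95% Wilson interval 45.5% to 48.2%) and for 1366 of the 3333 LaeA::FLAG combined peaks (41%, 95% Wilson interval 39.3% to 42.7%). Of all merged regions 30.01% met the rule, and both shares were higher than in 10000 random draws from these regions (two-sided permutation test, p = 0.0001, the smallest value that the draws can give). The alternative that moved these shares most was the use of regions called in at least 2 of 3 replicates, at 58.1% for VeA::FLAG and 54.2% for LaeA::FLAG. The nearest feature start in the lists was often that of an inner exon. It belonged to exon 1 in 65.3% of the VeA::FLAG and 58.8% of the LaeA::FLAG combined peaks, and in 48.4% of the merged regions.

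The share of peaks in the class promoter-TSS, as the deposited annotation names positions near an exon start, was compared per library. It was 71.5% ± 0.283 (SD, n = 3) in VeA::FLAG, 68.3% ± 1.63 (SD, n = 3) in LaeA::FLAG and 57.3% ± 3.56 (SD, n = 3) in WT. VeA::FLAG was 14.2 percentage points higher than WT and LaeA::FLAG was 10.9 percentage points higher (exact two-sided permutation tests, p = 0.1 for each, the smallest value possible). Over all 280 divisions of the 9 libraries, no other division separated the shares as much (exact permutation test, p = 0.00357). This comparison and its test were chosen after the strains had been seen to differ, so the p-value overstates the evidence. With the exon 1 rule, the shares were 41.4% ± 0.214 (SD, n = 3) in VeA::FLAG, 41.2% ± 3.88 (SD, n = 3) in LaeA::FLAG and 29.1% ± 6.10 (SD, n = 3) in WT, and 10 of the 280 divisions separated them as much (exact permutation test, p = 0.0357). The same test on log2 peak numbers, also added afterwards, gave 11 of the 280 divisions (exact permutation test, p = 0.0393).

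The exon 1 rule was chosen after the counts under it and under the any-exon rule had both been seen. By the exon 1 rule 2473 genes were VeA::FLAG targets and 1313 were LaeA::FLAG targets. A total of 759 genes were targets of both, which was 57.8% of the LaeA::FLAG targets and 30.7% of the VeA::FLAG targets. Random draws from merged regions of the same annotation class in place of the LaeA::FLAG peaks gave 477 ± 17.0 shared genes (SD over 10000 draws). The overlap was 1.59 times the number in these draws (one-sided permutation test, p = 0.0001). The draws were not matched on the exon 1 rule, which 30.01% of the merged regions and 41% of the LaeA::FLAG combined peaks met. The expected number is therefore low, and how much of the excess comes from the promoter share of LaeA::FLAG was not tested. The remaining 554 LaeA::FLAG targets (42.2%) had no VeA::FLAG peak by this rule. Counting the start of any exon raised the numbers to 2901 VeA::FLAG targets, 1654 LaeA::FLAG targets and 926 shared genes. Restricting the peaks to regions called in at least 2 of 3 replicates lowered them to 1086, 209 and 138 genes.

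Of the 37 genes fixed in advance from the core of the study's networks, 25 could be matched to a locus. By the exon 1 rule 17 were VeA::FLAG targets, 16 were LaeA::FLAG targets and 15 were targets of both. The study had chosen these genes from the same libraries, so these numbers are not independent evidence. A promoter peak of the gene was called in all 3 replicates for 10 of the 17 VeA::FLAG targets and for 4 of the 16 LaeA::FLAG targets, and in 0 replicates for 1 and 2 of them. Only 1 of the 25 genes, areA, had a promoter peak in a WT anti-FLAG library.

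The promoters of veA and laeA themselves were among these targets. The replicates given for these genes are those with any peak in the promoter, which need not lie at the combined peak. Upstream of veA (AN1052) the VeA::FLAG combined peak lay on chromosome VIII from 1669966 to 1670230, 554 bp upstream, with a score of 1762. The LaeA::FLAG combined peak there lay from 1670038 to 1670314 with a score of 1358. Both strains had a veA promoter peak in 3 replicates. Upstream of laeA (AN0807) the VeA::FLAG peak lay on chromosome VIII from 2424528 to 2424792, 518 bp upstream, with a score of 847. The LaeA::FLAG peak lay from 2424429 to 2424705 with a score of 672. A laeA promoter peak was called in 3 VeA::FLAG and 2 LaeA::FLAG replicates. Upstream of velB (AN0363) the VeA::FLAG peak lay on chromosome VIII from 3785058 to 3785322 with a score of 3406, where the VeA::FLAG IgG library had 0 tags, and the LaeA::FLAG peak had a score of 566. A velB promoter peak was called in 3 replicates of each strain. AN5055, gpdA and the 2 loci veA and velB were the genes with a LaeA::FLAG promoter peak in all 3 replicates. The peaks of both regulators upstream of flbA (AN5893) were less repeatable, with a VeA::FLAG promoter peak in 1 replicate and a LaeA::FLAG promoter peak in 0 replicates.

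The combined peaks with the highest scores were partly the loci with many tags. For VeA::FLAG they were nearest to AN2910, AN0449, AN7482, AN0578 and velB. The first pair, with scores of 115369 and 59338, each had a peak centre within 100 bp in 1 replicate and in a WT library. The peaks near AN7482 (chromosome IV from 1680400 to 1680664, score 4378), AN0578 (chromosome VIII from 3109466 to 3109730, score 3947) and velB were called in all 3 replicates, and that near AN0578 was also called in a WT library. For LaeA::FLAG the highest scores were nearest to AN3216, AN8655, AN0449, AN5343 and AN2596, and the first 4 of these were also called in a WT library. Among the shared peaks, those with the best ranks in both lists were nearest to AN0449, AN8694, AN1094, AN7482 and AN6787. Those near AN8694, AN1094 and AN7482 were called in all 3 replicates of both strains and in no WT library.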

Values the study reported

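The study reported 5,502 VeA peaks and 3,333 LaeA peaks used for its motif search. It gave 3,190 genes as putative direct targets of VeA and 1,834 as those of LaeA, of which 1,084 were common to both regulators. It found 1,186 peaks that overlapped between VeA and LaeA. It stated that 40.9% of the putative LaeA targets were absent from the list of VeA targets.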

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

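The tests of this part were chosen after the result was seen. The IgG libraries served only as controls, and a strong signal appeared in them. The merged region near AN3216 on chromosome VI held 8.06% of the tags of the VeA::FLAG IgG library, compared with 1.01% in the LaeA::FLAG IgG library and 2.59% in the WT IgG library. The same place held 6.06% to 8.52% of the tags of the LaeA::FLAG anti-FLAG libraries and was the highest-scoring LaeA::FLAG combined peak. A signal that needs neither the FLAG epitope nor the anti-FLAG antibody could account for the IgG value of 8.06% and the 4.19% in WT replicate 2. No peak was called there in WT replicates 1 and 3. Since peaks were called against the WT IgG library, which itself held 2.59% of its tags there, a missing call does not show a missing signal. Binding of LaeA in addition to such a background stays open, since the share in the LaeA::FLAG anti-FLAG libraries was higher than in the IgG library of that strain. Repeated sequence at the locus and amplification of a few fragments were not tested, and no biological explanation was tested.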

How the results depend on the processing

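Of 146 alternative values for 20 results, 117 kept their direction and their side of the threshold or stayed within 1.5 times the count, 21 counts moved further and 8 values were reversed. Where no reason is given the cause was not tested. The differences in peak number kept their direction under every alternative run, with leave-one-out ranges from 3.10 to 4.98 (log2) for VeA::FLAG against WT, from 1.26 to 3.14 for LaeA::FLAG against WT and from 1.15 to 2.22 for VeA::FLAG against LaeA::FLAG. Since 3 libraries against 3 cannot give a p under 0.1, this says nothing about a threshold. No alternative exchanged the IgG library, so the part of the control in these differences was not tested.

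The within-strain excess of shared peaks stayed positive in all settings run. With each library left out in turn it ranged from 0.81 without WT replicate 2 to 1.38 without VeA::FLAG replicate 1, with exact p from 0.00357 to 0.0429, and it was 1.84 with equal numbers of top-scoring peaks.

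The share of tags in peaks was the least stable result. For VeA::FLAG against WT it ranged from -25.1 to 6.59 percentage points across the 6 comparisons that each left out 1 library, and it was reversed without WT replicate 2 (6.59). It was also reversed on the log2 scale (1.07) and without peaks holding over 1% of the tags (10.1). For LaeA::FLAG against WT it ranged from -20.6 to 11, and it was reversed without WT replicate 2 (11), on the log2 scale (1.33) and without peaks holding over 1% of the tags (2.78). The 50.1% of the tags of WT replicate 2 at the locus near AN2910 account for its weight.

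The number of VeA::FLAG combined peaks shared with LaeA::FLAG was 540 at 50 bp between centres, 1251 with any overlap, 199 at a fold of 4 over IgG, 164 with regions called in at least 2 replicates and 1340 by merged regions. All were above chance, by 8.86, 3.83, 12.1, 31.8 and 1.57 times, respectively. The share with a WT anti-FLAG peak was above chance in all settings run except merged regions, where it was 5.42% for VeA::FLAG against 9.16% expected and 8.46% for LaeA::FLAG against 9.30% expected, both reversed. For LaeA::FLAG the share was higher among more repeatable and stronger peaks, at 16.6% (12.1 times chance) for regions called in at least 2 replicates and 10.9% (8.34 times chance) at a fold of 4 over IgG, so WT background was more common among these peaks. The cause was not tested. For VeA::FLAG it was 3.82% and 2.20%. The merged regions were made from called peaks, so regions of different lists exclude each other and the expected share is high by construction. The shares without each WT library ranged from 0.691% to 2.25% for VeA::FLAG and from 2.37% to 4.02% for LaeA::FLAG.

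Promoter shares stayed above those of the merged regions in all settings run. The target genes of VeA::FLAG were 1086 with regions called in at least 2 replicates. Those of LaeA::FLAG were 209 with such regions and 276 at a fold of 4 over IgG, and the shared target genes were 138 and 166. At a fold of 4 over IgG 75.2% of the VeA::FLAG and 18.1% of the LaeA::FLAG combined peaks remained, so the smaller LaeA::FLAG numbers follow from fewer peaks.

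The regions called in all VeA::FLAG and no WT libraries numbered 212 at 50 bp, and from 427 to 1049 across the 6 counts that each left out 1 library. For LaeA::FLAG there were 37 at 50 bp and from 68 to 217 across such counts. Fewer libraries raise these counts by construction. Of the 10 splits of the 6 libraries, 1, the real one, gave as many regions in each comparison, and 10 splits cannot give a share under 0.1. In the VeA::FLAG comparison the short WT lists limit every other split. In the LaeA::FLAG comparison they do not limit the split that exchanges LaeA::FLAG replicate 3 (557 peaks) for WT replicate 2 (1831 peaks). The largest other split there gave 17 regions against 66. Replicates of a strain share an IgG library in both comparisons, so this count does not test the grouping.

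The labels do not say that replicate numbers mark a shared batch. Correlations of the deviations of same-numbered libraries ranged from -0.0562 to 0.0297, so the numbers did not pair the samples. With the replicate number as a block, the differences in peak number were 3.82, 1.98 and 1.84 (log2) and those in the share of tags -10.8 and -6.33 percentage points, identical to the values without it, with exact p-values from 0.25 to 0.75, and 0.25 is the smallest this test can give. The motif tests, the overlap with IgG peaks, the stricter threshold of the peak caller and random placement that keeps promoter status were not run.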

Other observations

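The tests of depth, of gaps in the VeA::FLAG IgG library, of the locus near AN2910, of exchanged controls at a fold of 4, of the number of shared calls per strain under a shared control, of the comparison with circular shifts for peaks with 0 IgG tags and of other divisions of the libraries were chosen only after the results were seen.

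The VeA::FLAG IgG library was sparse. It had 0 tags in 28.9% of the merged regions, while tags spread evenly at its depth would leave 0.000707%. The WT IgG library, of similar depth, had 0 tags in 7.31%. Gaps in a library with few distinct fragments may therefore underlie the low IgG signal at VeA::FLAG peaks. If such gaps had made the peaks, those with 0 IgG tags should match the LaeA::FLAG list, which was called against another control, less often. Within 4 equal groups by peak score, the share with a LaeA::FLAG peak differed by -0.462 percentage points between peaks with 0 IgG tags and the others (one-sided permutation test within groups, p = 0.320). Without regard to score, 12.6% of the 1906 peaks with 0 IgG tags and 16.3% of the other 3596 had a LaeA::FLAG peak, and their median scores were 193 and 224. Circular shifts gave 2.20% for the peaks with 0 IgG tags. Shifts do not keep a preference for promoters, which peaks made by gaps could share, so this value does not separate gaps from binding. Grouping by score would remove a part of the difference if peaks made by gaps had lower scores. Peaks made by gaps are therefore not excluded.

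The size of the enrichment of VeA::FLAG peaks depended on the control. For the 3347 VeA::FLAG combined peaks in merged regions of similar width, the median fold of anti-FLAG over IgG signal was 10.1 with the VeA::FLAG IgG library, 2.60 with the WT library and 2.09 with the LaeA::FLAG library. A fold of 2 was reached by 97.1%, 62.7% and 53.5% of these peaks, respectively. For 2117 LaeA::FLAG combined peaks the median fold was 2.67 with their own control and 2.85 with the WT library, and 95.7% and 66.7% reached a fold of 2. With the WT library the loss was 34.4 percentage points for VeA::FLAG and 29.0 for LaeA::FLAG. With the library of the other tagged strain it was 43.6 points for VeA::FLAG and 24.9 for LaeA::FLAG, and the median fold fell only for VeA::FLAG. A fold of 4 was reached by 73.5% of the VeA::FLAG peaks with their own control, 31.8% with the WT library and 12.0% with the LaeA::FLAG library. For LaeA::FLAG it rose from 14.3% with their own control to 35.1% with the WT library and 51% with the VeA::FLAG library. High folds thus depended on the VeA::FLAG control, while at a fold of 2 the dependence cannot be told apart from the selection of peaks against their own control. A loss is expected with any exchanged library, because the peaks were selected against their own control. Across all 3 IgG libraries 39.2% of the VeA::FLAG and 47.8% of the LaeA::FLAG peaks reached a fold of 2.

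The locus near AN2910 held 50.1% of the tags of WT replicate 2 but at most 0.00178% of those of an IgG library. A signal that needs no anti-FLAG antibody is therefore not borne out at this locus. WT carries no FLAG epitope, so binding of a tagged protein cannot explain it either. A fixed target of the anti-FLAG antibody should give a peak in every library, but 5 of the 9 anti-FLAG libraries had none there, among them WT replicate 1. Contamination with an amplified fragment stays open and was not tested.

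Greater depth did not account for the peak number of VeA::FLAG. The 3 libraries deeper than every VeA::FLAG library had 134 to 2471 peaks, while the VeA::FLAG libraries had at least 4252. Across the 9 anti-FLAG libraries Spearman's rho of total tags and peaks was -0.117 (permutation p = 0.772) and Pearson's r of the log2 values was -0.14 (permutation p = 0.713). Pearson's r was -0.47 without the 2 libraries farthest from the median depth. The deepest library, WT replicate 1, had the fewest peaks, and the deepest LaeA::FLAG library had the fewest of its strain. For LaeA::FLAG against WT, depth and strain cannot be told apart with 3 libraries each of such different depth. A relation with its maximum at a middle depth was not tested.

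Replicates of a strain share an IgG library, which alone can create shared calls. Libraries were simulated 100 times without enrichment, from the IgG signal of the other strains, and called against the real IgG library. The test fixed before its result was whether they gave as large a difference between within-strain and between-strain overlap (mean log2 ratio over merged regions) as the data. The difference was larger, with a mean of 2.68 (from 2.63 to 2.87) against 1.00 observed. This value decides nothing, because the simulated libraries called means of 0.15 to 51.3 regions where the real ones had 133 to 5676, and a log2 ratio over such short lists is set by their length and by the 0.5 added to each number. That limit was recognised only after the outcome was seen. A further test, chosen after that outcome, counted the shared calls. Per pair of replicates the simulated libraries shared 0 regions for VeA::FLAG, 40.5 for LaeA::FLAG and 5.01 for WT, compared with 1496, 291 and 40.3 observed, or 0%, 13.9% and 12.4%. These counts are low, but the simulation did not include the duplicates and uneven coverage of real libraries, and whether these would raise the calls was not tested. It therefore leaves open how much of the shared calls the control explains.

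WT and LaeA::FLAG libraries shared peaks at loci with high IgG signal. Of 249 WT anti-FLAG peaks with a LaeA::FLAG library peak within 100 bp, 42.2% lay in the top 1% of merged regions by VeA::FLAG IgG signal, compared with 2.82% of the 1917 WT peaks that were not shared. Loci that are enriched whatever the antibody are a candidate explanation for that part of the overlap. The sites shared by VeA::FLAG and LaeA::FLAG were different in this respect. With the 507 regions in the top 1% of any IgG library left out, 821 peaks were shared, 7.01-fold above chance. This argues against loci in that top 1% as the cause of the shared sites. Loci with a smaller excess of IgG signal were not left out, so a part played by them stays open. Joint binding of both regulators and a common preference for accessible promoters both remain open and were not tested.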
